# Suitability of ultrasound-guided fine-needle aspiration biopsy for transcriptome sequencing of the canine prostate

**DOI:** 10.1038/s41598-019-49271-1

**Published:** 2019-09-13

**Authors:** H. Thiemeyer, L. Taher, J. T. Schille, L. Harder, S. O. Hungerbuehler, R. Mischke, M. Hewicker-Trautwein, Z. Kiełbowicz, B. Brenig, E. Schütz, J. Beck, H. Murua Escobar, I. Nolte

**Keywords:** Transcriptomics, Prostate cancer, Prostate

## Abstract

Ultrasound-guided fine-needle aspiration (US-FNA) biopsy is a widely used minimally invasive sampling procedure for cytological diagnosis. This study investigates the feasibility of using US-FNA samples for both cytological diagnosis and whole transcriptome RNA-sequencing analysis (RNA-Seq), with the ultimate aim of improving canine prostate cancer management. The feasibility of the US-FNA procedure was evaluated *intra vitam* on 43 dogs. Additionally, aspirates from 31 euthanised dogs were collected for standardising the procedure. Each aspirate was separated into two subsamples: for cytology and RNA extraction. Additional prostate tissue samples served as control for RNA quantity and quality evaluation, and differential expression analysis. The US-FNA sampling procedure was feasible in 95% of dogs. RNA isolation of US-FNA samples was successfully performed using phenol-chloroform extraction. The extracted RNA of 56% of a subset of US-FNA samples met the quality requirements for RNA-Seq. Expression analysis revealed that only 153 genes were exclusively differentially expressed between non-malignant US-FNAs and tissues. Moreover, only 36 differentially expressed genes were associated with the US-FNA sampling technique and unrelated to the diagnosis. Furthermore, the gene expression profiles clearly distinguished between non-malignant and malignant samples. This proves US-FNA to be useful for molecular profiling.

## Introduction

Numerous diagnostic approaches for canine prostate diseases have been developed in the last few decades, substantially improving the detection of benign conditions^1–3^. However, there is still a lack of information on the molecular mechanisms underlying canine prostate diseases, which is especially relevant to the early diagnosis and management of canine prostatic tumours^4^. Dogs with prostate cancer (PCa) are often diagnosed at an advanced stage, which is associated with poor prognosis and limited therapeutic options^4,5^. Although the reported prevalence of prostate malignancies is low (0.2–0.6%)^6,7^, the incidence is likely to be underestimated due to the absence of reliable biomarkers and the lack of biopsies on asymptomatic dogs^4^. In addition, aside from humans, dogs are the only non-human species to naturally develop PCa sharing many clinical properties^4,8^ and will often have metastases^9,10^, similar to men^8,11^. This highlights the importance of characterising the transcriptomic landscape of canine PCa. Next-generation sequencing (NGS) of RNA (RNA-Seq) has enabled comprehensive insights into cancer-relevant mechanisms^12,13^ and is a well-established method for differentiating between neoplastic diseases^14^. Compared to conventional “gene by gene” approaches, RNA-Seq has several advantages: it is fast, cost-efficient and provides simultaneous information on several thousands of genes^13^. There is little doubt that RNA-Seq has the potential of becoming a routine diagnostic tool – at least in human medicine^15^. And even if the cost and complexity of the analysis may prevent this in veterinary practice in the immediate future^16,17^, RNA-Seq data already serve as a solid basis for fostering new diagnostic and therapeutic approaches^13,16^. Indeed, RNA-Seq has already been utilised in dogs to address clinical issues in different organs^18–22^. And while no genome-wide transcriptome analysis have been conducted for canine PCa, there is a growing body of information on the transcriptomic landscape of human PCa^23–26^. NGS allows the analysis of the transcriptome from minimal amounts of sampling material^27^. This is of special interest in clinical routine diagnostics, where representative sample material from tumours or organs must be obtained *intra vitam*. Meeting the requirements of a minimal invasive sampling procedure^2^, aspirates collected by ultrasound-guided fine-needle aspiration (US-FNA) biopsy are regularly employed in the cytological diagnosis of canine prostate diseases^28^ and other diagnostic approaches, such as flow cytometric phenotyping^29^. In this context, ultrasonographic parameters such as prostate size and differences in echogenicity within the parenchyma are used to identify lesions^3^ and guide the fine-needle to aspirate cells from representative areas^30^. The cells targeted and collected by the US-FNA procedure normally undergo cytological diagnosis^28^, but are also viable for molecular profiling^31,32^.

The aim of the present study was to determine the suitability of aspirates derived from canine prostate US-FNA for molecular diagnostic. In pursuing this aim, the following questions were investigated: (a) the technical feasibility of the canine prostate US-FNA procedure as a sampling tool for cytological diagnosis and laboratory workflow; (b) the quantity and quality of the RNA isolated from US-FNA subsamples; (c) the impact of methodological contamination (e.g., with blood) in US-FNA aspirates on the transcriptome analysis; and (d) the similarities and differences in the molecular profiles of malignant and non-malignant US-FNA samples compared to those of prostate tissue samples.

## Results

### Feasibility of fine-needle aspiration

First, the *post mortem* FNA (PM-FNA) training set (see Fig. 1 and Materials and Methods) was used to establish the sampling strategy. The procedure was simple to perform, except for restricted needle movement within the small and solid prostate of six castrated dogs with no evidence of prostate disease. Next, the feasibility of the sampling strategy was evaluated *intra vitam*, using ultrasound imaging to guide the needle to the area of concern (US-FNA, see Fig. 1). The 43 dogs subjected to the US-FNA procedure (see Table 1 and Materials and Methods) had a median age of 7.8 years and a mean body weight of 29.3 kg (range 6.5 to 75.0 kg). Their ultrasonographic examination identified 33 as non-malignant and ten as suspicious for canine PCa. Forty-one dogs (95%) underwent the US-FNA procedure without sedation; the US-FNA procedure was unable to be carried out for one American Pit Bull Terrier due to defensive movement and one Alsatian dog due to anxious behaviour (see Table 1). Sedation was not performed, the US-FNA sampling procedure was discontinued, and these two dogs were excluded from further analysis. Out of the 41 dogs, four (10%) showed complications after undergoing the US-FNA procedure. Two dogs showed transient haematuria for one day and one dog had symptoms of stranguria for two days. One dog with massive hyperplastic changes of the prostate showed moderate bleeding after the US-FNA procedure; resulting haematoma was no longer detectable in the follow-up ultrasound 16 days later.

**Figure 1:**
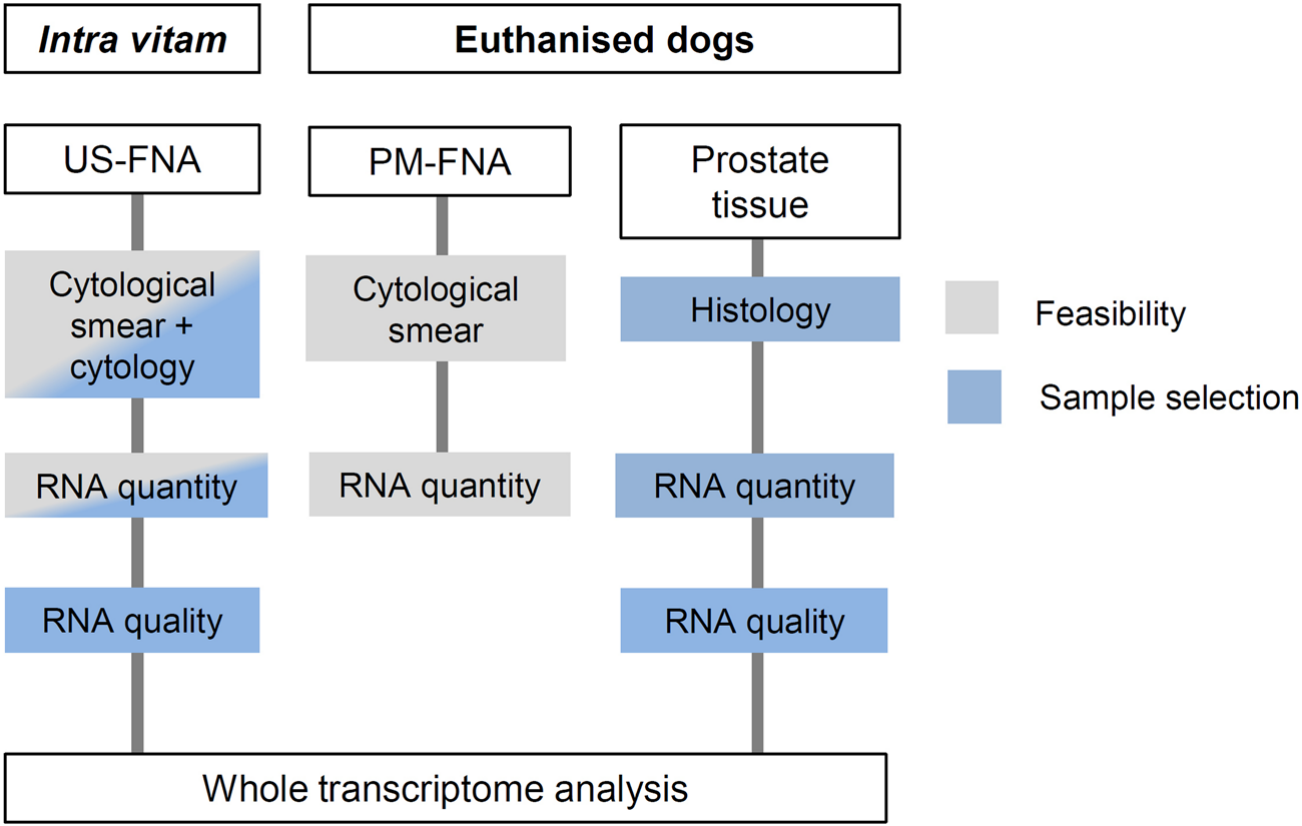
Study design. Flow chart of study workflow and sample selection. Ultrasound-guided fine-needle aspiration (US-FNA) and *post mortem* fine-needle aspiration (PM-FNA) samples used for evaluation of the feasibility of the procedure are highlighted in grey. On the basis of diagnosis, RNA quantity and quality, a subset of US-FNA and prostate tissue samples was used for RNA-Seq (blue).

**Table 1:** Study Overview.

		*Intra vitam*		*Post mortem*		Total
		male intact	neutered	male intact	neutered	
Sample details	Dogs	37	6	27	14	**84**
	US-FNA	35	6 + 1**			41 + 1**
	PM-FNA	1*	1*	20	9	**31**
	Prostate tissue	1*	1*	27	14	**43**
	No sample	2				**2**
		**Cytology**		**Histopathology**		
Diagnosis	Normal/ hyperplastic	28		20		**48**
	Prostate carcinoma	1	3	3	6	**13**
	Suspicious as carcinoma		1			**1**
	Metastasis				2	**2**
	Inflammation	3		3	1	**7**
	Atrophy			1	5	**6**
	Non-diagnostic sample	3	2			**5**
RNA quantity	US-FNA	42				**42**
	PM-FNA	2		29		**31**
	Tissue	2		41		**43**
RNA quality	Non-malignant	12		9		**21**
	Malignant	4		9		**13**
RNA-Seq	Non-malignant	5		9		**14**
	Malignant	2		9		**11**

Sample details, including the number of male dogs used for *post mortem* fine-needle aspiration (PM-FNA) and *intra vitam* ultrasound-guided fine-needle aspiration (US-FNA) procedure as well as prostate tissue samples. Additionally, number of dogs with histopathological or cytological diagnosis, number of samples used to determine the RNA quantity, RNA quality and RNA-sequencing (RNA-Seq).

*Dogs euthanised due to prostate carcinoma; additional PM-FNA and matching prostate tissue sample.

**Additional US-FNA sample from one euthanised dog.

Aspirates were divided into two subsamples: one for preparing cytological smears and one isolating RNA (see Fig. 1). For 29 out of the 41 dogs that underwent the US-FNA procedure (71%), a single aspirate was sufficient for both preparing a diagnostic cytological smear and isolating RNA. For the remaining 12 dogs (29%), the US-FNA procedure had to be repeated to provide adequate amounts of material (see Table 2).

**Table 2:** Samples collected by ultrasound-guided fine-needle aspiration (US-FNA).

Dog ID	Sample ID	Reproductive status	Number of US-FNA procedures	Cellularity of smears	Diagnosis	Blood Scoring	RNA (ng/µl)	RIN	RNA-Seq
1*	US-1	m	1	S	PCa	—	N/A	—	—
2**	US-2	n	3	S	PCa	—	N/A	—	—
	US-3					4	59	N/A	y
3	US-4	n	1	S	PCa	2	44.1	*6.9*	y
4	US-5	m	1	S	nm	0	2.3	—	—
5	US-6	n	2	S	PCa	1	9.1	N/A	—
6	US-7	m	2	S	nm	3	35.6	6.2	y
7	US-8	m	3	S	nm	4	37.5	—	—
8	US-9	m	2	S	nm	4	91	—	—
9	US-10	n	2	S	PCa	3	21.7	1.9	—
10	US-11	m	1	S	nm	3	33.2	—	—
11	US-12	m	1	S	nm	4	85	—	—
12	US-13	m	1	S	nm	2	90	6	y
13	US-14	m	1	S	nm	3	54	—	—
14	US-15	m	3	S	nm	4	61	6.1	y
15	US-16	m	1	S	nm	3	74	5.7	—
16	US-17	m	1	Nd	N/A	3	69	—	—
17	US-18	m	1	S	nm	2	66	—	—
18	US-19	m	2	S	nm	3	20.9	—	—
19	US-20	m	2	S	nm	3	41.1	—	—
20	US-21	m	1	S	nm	2	11.2	1	—
21	US-22	m	2	S	nm	2	8.2	—	—
22	US-23	m	1	Nd	N/A	3	18.7	—	—
23	US-24	m	1	S	nm	0	26.6	—	—
24	US-25	m	1	S	nm	3	54	—	—
25	US-26	m	1	S	nm	2	30.1	4.2	—
26	US-27	m	1	S	nm	3	56	—	—
27	US-28	m	1	S	nm	4	47.8	N/A	—
28	US-29	m	1	S	nm	2	30	—	—
29	US-30	m	1	S	nm	3	72	—	—
30	US-31	m	1	Nd	N/A	0	N/A	—	—
31	US-32	m	1	S	nm	3	60	6.7	y
32	US-33	n	1	Nd	N/A	2	11.3	1.5	—
33	US-34	m	1	S	nm	2	51	—	—
34	US-35	m	1	S	nm	2	68	—	—
35	US-36	m	1	S	nm	3	378.6	—	—
36	US-37	m	1	S	nm	3	48	—	—
37	US-38	m	1	S	nm	3	24	3.2	—
38	US-39	m	1	S	nm	3	99	5.7	—
39	US-40	m	2	S	nm	4	601.1	7.2	y
40	US-41	n	1	Nd	N/A	3	98	—	—
41	US-42	m	3	S	nm	3	72	—	—
42***	N/A	m	—	—	—	—	—	—	—
43***	N/A	m	—	—	—	—	—	—	—

Sample details, including: identification number (ID) of the dogs and the corresponding sample ID; reproductive status, male (m) and neutered (n); cytological smears, sufficient (S) and non-diagnostic (Nd); diagnosis, prostate carcinoma (PCa) and non-malignant (nm); semi-quantitative scoring of blood contamination as follows: 0 = no, 1 = minimal, 2 = weak, 3 = moderate, 4 = strong blood contamination; RNA quantity; RNA integrity number (RIN); and samples used for RNA-Seq.

*Dog euthanised due to prostate carcinoma enabled additional sampling opportunity.

**Dog euthanised due to prostate carcinoma enabled additional sampling including one additional ultrasound-guided fine-needle aspiration.

***US-FNA procedure was omitted.

N/A, not available.

y, US-FNA samples selected for RNA-Seq.

### Cytology and histopathology

The cellularity of the cytological smears collected *intra vitam* by the US-FNA procedure was sufficient for the cytological diagnosis of 36 of the 41 dogs (88%, see Table 2). The cytological smears were diagnosed as normal to hyperplastic (n = 28, 68%), inflammation (n = 3, 7%) or malignant (n = 4; 10%) (Table 1). One cytological smear showed sporadic criteria of malignancy and was consequently categorised as suspicious for prostate carcinoma. For the remaining five dogs (two neutered and three intact dogs), the cytological smears were non-diagnostic. The quality of the cytological smears was lowered by the presence of necrotic cells in one sample and blood contamination in ten samples (24%). The cytological diagnosis of two dogs was confirmed by histopathology after euthanasia due to an advanced stage of prostate carcinoma (see Table 1).

In addition to the samples collected by the US-FNA procedure, a set of prostate tissue samples was collected from 41 euthanised dogs (see Materials and Methods) and histopathologically diagnosed as normal to hyperplastic (n = 20, 49%), inflammation (n = 4, 10%), prostatic atrophy (n = 6, 15%), prostate carcinoma (n = 9, 22%) or metastasis (n = 2, 5%) from a transitional cell carcinoma of the urinary bladder or lymphoma (see Table 1).

### RNA quantity

RNA quantity was evaluated on 42 US-FNA samples from 41 dogs, 31 PM-FNA aspirates from 31 dogs, and 43 tissue samples from 43 dogs (see Table 1).

For two US-FNA samples, RNA isolation was attempted using column-based extraction (see Materials and Methods) but failed due to the presence of clotted blood. Semi-quantitative macroscopic evaluation of the remaining 40 US-FNA samples (see Materials and Methods) revealed that 65% showed moderate to strong blood contamination, 28% had weak to nearly invisible blood additions and 8% exhibited no signs of blood contamination. For this reason, RNA isolation from these samples was performed using the phenol-chloroform extraction method, which performed well in all but one US-FNA sample, resulting in a mean of 70.8 ng/µl of total RNA (range: 2.3 ng/µl to 601.1 ng/µl, see Table 2 and Fig. 2). For comparison, RNA quantification on the PM-FNA training set yielded values of the same order of magnitude. Specifically, total RNA was quantifiable in 29 out of 31 PM-FNA samples, with a mean of 37.2 ng/µl of total RNA (range: 3.4 ng/µl to 100.0 ng/µl, see Fig. 2), which was not significantly different from that observed for US-FNA samples.

**Figure 2:**
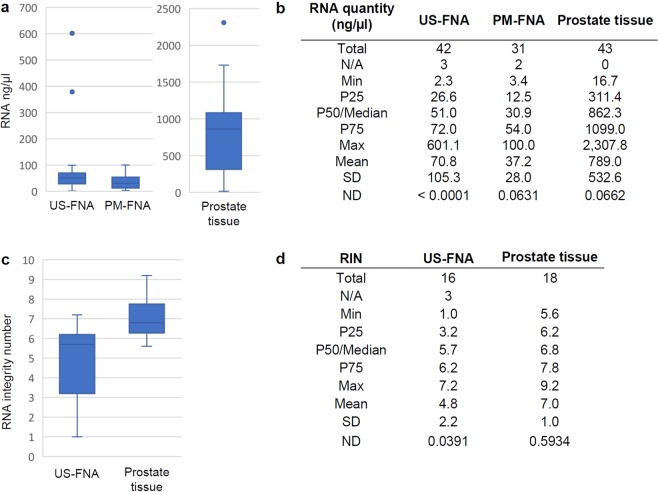
RNA quantity and quality in different sample types. Details on RNA quantity are shown in (**a**,**b**) including the standard deviation (SD). Data on RNA integrity number (RIN) are present in (**c**,**d**) including the SD. The normal distribution (ND) was calculated by the Shapiro-Wilk test. The boxes (**a**,**c**) enclose samples within the 25th to the 75th percentiles. The lowest and largest values are visualised using bars. The horizontal line represents the median.

As expected given the amount of starting material involved (10–20 mg, see Materials and Methods), RNA isolation from tissue resulted in a mean of 789.0 ng/µl of total RNA (range: 16.7 to 2,307.8 ng/µl), which was significantly higher (p < 0.05) than those obtained for the US-FNA samples and PM-FNA training set (see Fig. 2). Furthermore, the neutering state of the dogs had an effect on the RNA quantity of non-malignant tissues (see Fig. 3). Indeed, non-malignant tissue from neutered dogs had a significantly lower (p < 0.05) mean compared to that from intact dogs (means 162.1 ng/µl and 897.5 ng/µl, respectively). No significant differences were observed between malignant tissue from neutered dogs and malignant tissue from intact dogs.

**Figure 3:**
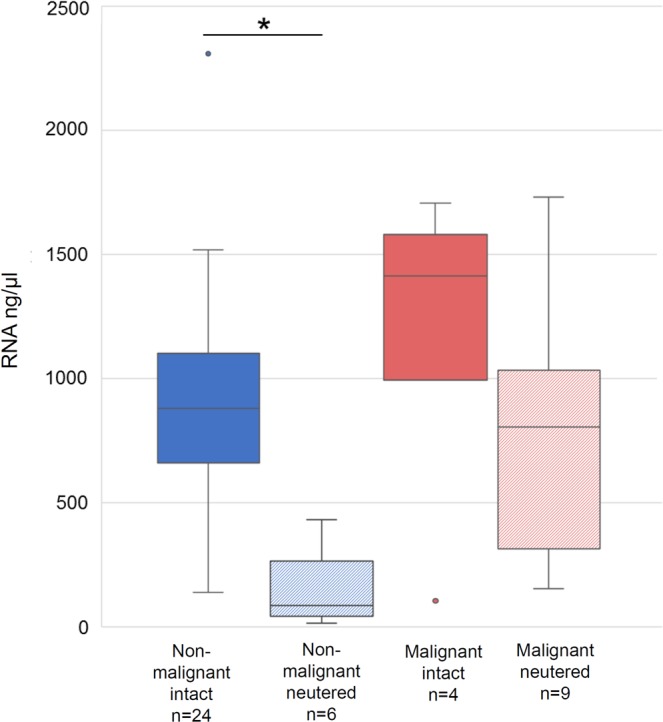
RNA quantity in non-malignant and malignant prostate tissue samples from intact and neutered male dogs. The asterisk indicates a significant difference (p < 0.05) between male intact and neutered dogs in non-malignant prostate tissue samples. The boxes enclose the 25th to the 75th percentiles. The lowest and largest values are visualised using bars. The horizontal line represents the median.

In total, 93% of US-FNA, 94% of PM-FNA and 100% of tissue samples met the quantity requirements for RNA-Seq (see Materials and Methods).

### RNA quality

Based on clinical data, histopathological and cytological diagnosis (see Fig. 1), 16 US-FNA (12 non-malignant and four malignant) and 18 tissue (nine non-malignant and nine malignant) samples were selected for evaluation of RNA quality.

The RNA integrity numbers (RIN) were more consistent for tissue samples (5.6 to 9.2, see Fig. 2) than for US-FNA samples (1.0 to 7.2). In total, nine (56%) US-FNA samples met the quality requirements for RNA-Seq (RIN ≥ 5.5, see Materials and Methods and Table 2). Of these, one malignant sample had no detectable RIN value, but an acceptable electropherogram and was therefore used for further analysis. Among samples discarded from further analysis, five (three non-malignant and two malignant) showed low RNA quantities (<25 ng/µl). For comparison, RIN values for tissue samples ranged from 5.6 to 7.6 (mean 6.6) for non-malignant samples and from 5.6 to 9.2 (mean 7.4) for malignant samples without significant difference.

### Comparative molecular profiling of US-FNA and tissue samples

Final sample selection was performed with focus on clinical diagnosis, RNA quantity and quality. 

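RNA from 25 canine prostate samples was sequenced as single reads on an Illumina NextSeq500 after library preparation with the NEBNext Ultra kit. The groups were 9 non-malignant tissues, 9 malignant tissues, 5 non-malignant aspirates and 2 malignant aspirates obtained by ultrasound-guided fine-needle aspiration (US-FNA), with each sample treated as an independent replicate. All dogs with a non-malignant sample were intact, whereas 6 of the 9 dogs with malignant tissue and both dogs with malignant US-FNA were neutered, so that diagnosis and neutering overlap. The authors trimmed the reads, mapped them to the CanFam3.1 assembly with TopHat2 and counted them per gene with htseq-count. They deposited unnormalised read counts per Ensembl ID for each sample. The files do not pair the IDs with gene names or gene types, so all IDs were used, and the cancer-related and globin genes were found by the Ensembl IDs that the paper gives. Reads counted on genes ranged from 4258267 to 6594032 in non-malignant tissue (median 5002318), from 4455090 to 5932349 in malignant tissue (median 5276947) and from 3355926 to 4996566 in non-malignant US-FNA (median 4704786). They amounted to 3966984 and 4052454 in the 2 malignant US-FNA samples. The paper gives about 14 M pairs of mapped reads per sample on average, although it describes single-read sequencing. Whether this number stands for reads or pairs could not be settled. The values reported here use the reads counted on genes. A single gene, KLK2, took 15.7% to 48.2% of the counts in each non-malignant sample and at most 0.0657% in any malignant sample. Genes were kept when they passed edgeR's filter on low counts over the 4 groups (minimum count 10, minimum total 15), which left 15296 genes. Counts were normalised by the TMM method and each group was compared with non-malignant tissue in its own edgeR quasi-likelihood fit. Genes with a Benjamini-Hochberg false discovery rate (FDR) under 0.00001, the paper's threshold, were taken as DEGs. All IDs were also tested with DESeq2, the tool named in the paper, which applies its own filter on low counts. Expression is given as CPM, the count scaled to a common effective library size, and log2 fold changes carry standard errors (SE) derived from the quasi-likelihood F statistic. In simulated data with 200 genes changed by 3 on the log2 scale, edgeR called 146 of them with 9 against 9 samples, 90 with 5 against 9 and 0 with 2 against 9. The corresponding numbers for DESeq2 were 189, 173 and 128. Of the unchanged genes, edgeR called 0 in each of these designs, and DESeq2 called 0, 2 and 1. Genes with low expected counts were not among the changed ones, and the dispersions were estimated on the tissue samples.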

A total of seven US-FNA and 18 tissue samples were used for RNA-Seq library preparation (see Fig. 1 and Table 1). 

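Relative to non-malignant tissue, edgeR called 977 DEGs in malignant tissue, of which 512 were up-regulated and 465 down-regulated. In malignant US-FNA there were 209 DEGs (166 up-regulated, 43 down-regulated), and in non-malignant US-FNA there were 2, both up-regulated. These lists held 1074 different genes. The numbers of genes tested were 15293, 15280 and 15210, respectively. The threshold moved the total most, since 10879 genes had an FDR under 0.05 in at least 1 comparison. DESeq2 called 3518 DEGs in malignant tissue, 1608 in malignant US-FNA and 449 in non-malignant US-FNA, in total 4279 genes. The group sizes differ, and when 5 of the 9 dogs with malignant tissue were drawn at random 20 times, edgeR called a median of 351.5 DEGs (200 to 801). Draws of 2 of these dogs gave a median of 86 DEGs (12 to 288).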

Bioinformatics analysis of RNA-Seq data revealed 3,587 differentially expressed genes (DEGs) when comparing non-malignant aspirates of US-FNA (n = 5), malignant tissue (n = 9) and malignant US-FNA aspirates (n = 2) to the non-malignant tissue control group (n = 9, see Fig. 4 and Materials and Methods).

**Figure 4:**
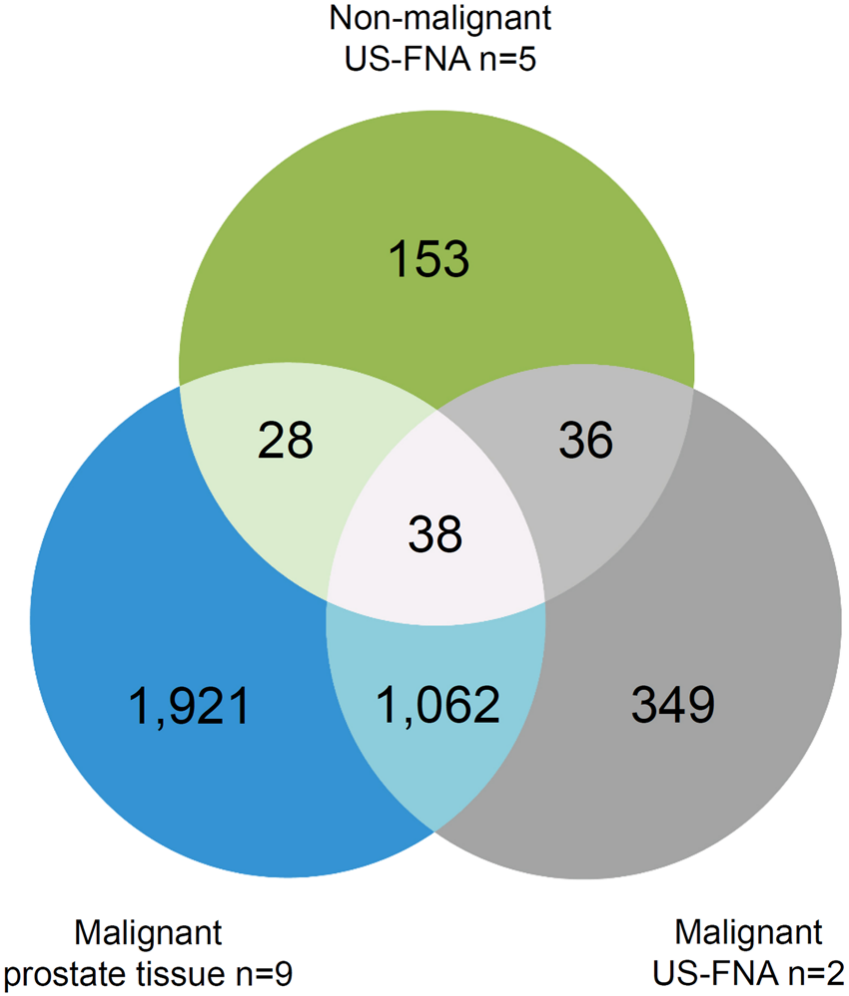
Venn diagram of differentially expressed genes (DEGs) in different sample types relative to control. The venn diagram visualises similarities and differences of DEGs in non-malignant ultrasound-guided fine-needle aspiration (US-FNA) (green), malignant US-FNA (grey) and malignant prostate tissue (blue) sample groups compared with non-malignant prostate tissue samples control. A total of 3,587 genes were consistently differentially expressed in non-malignant US-FNA, malignant prostate tissue or malignant US-FNA samples.

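Among the DEGs called by edgeR, 865 (80.5%) were specific to malignant tissue and 95 (8.85%) to malignant US-FNA. No DEG was specific to non-malignant US-FNA, shared by non-malignant US-FNA and malignant tissue alone, or shared by all 3 groups. With DESeq2, 2343 DEGs (54.8%) were specific to malignant tissue, 431 (10.1%) to malignant US-FNA and 270 (6.31%) to non-malignant US-FNA. A further 58 DESeq2 DEGs were shared by non-malignant US-FNA and malignant tissue, and 61 by all 3 groups. Of the DEGs in malignant US-FNA, 53.6% were also DEGs in malignant tissue with edgeR and 69.5% with DESeq2.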

Principal component analysis (PCA) performed on the expression values of the DEGs (see Fig. 5) indicated that most (61.1%) of the variance of the data could be attributed to the diagnosis (non-malignant vs. malignant samples, see PC1 in Fig. 5). Thus, normal to hyperplastic US-FNA and tissue samples were grouped together and separated from malignant US-FNA and tissue samples. In contrast, differences between the sampling procedures contributed only 11.3% to the total variance of the data (see PC2 in Fig. 5).

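PCA was performed on the regularised log-transformed values of the edgeR DEGs, centred and not scaled. PC1 held 74.6% of the variance and 97.4% of the variance of the PC1 scores lay between the diagnoses. The 11 malignant and 14 non-malignant samples differed by 87.1 in their mean PC1 score (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The sample type accounted for 1.77% of the variance of PC1 (two-sided exact permutation test, 7 US-FNA against 18 tissue samples, p = 0.601). That test pooled the diagnoses, which were unevenly spread over the sample types, and gave a difference of -12.97. Within each diagnosis, the mean PC1 score was instead higher in US-FNA. It was -34.50 against -40.46 in non-malignant and 53.55 against 47.73 in malignant samples. The pooled test therefore cannot exclude an effect of the sample type on PC1. Since the DEGs were selected by comparing the groups, the PCA was repeated on genes selected without them. Its PC1 held 56.1% of the variance for the 500 genes with the largest variance and 44.2% for all genes past the low-count filter, the setting that moved it most. With the DEGs from DESeq2 the share was 60.4%. When each sample was left out in turn, it stayed between 73.8% and 76.9%.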

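On PC1, the scores of non-malignant tissue ranged from -48.96 to -33.51 (mean -40.46 ± 5.59, SD, n = 9) and those of non-malignant US-FNA from -43.29 to -23.26 (mean -34.50 ± 8.30, SD, n = 5). Malignant tissue ranged from 29.13 to 56.20 (mean 47.73 ± 8.01, SD, n = 9), and the 2 malignant US-FNA samples scored 50.09 and 57.01. The gap between the diagnoses was thus wider than the range within any group. The diagnoses did not overlap on PC1 in any of the 6 settings tried.

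**Figure D1:**
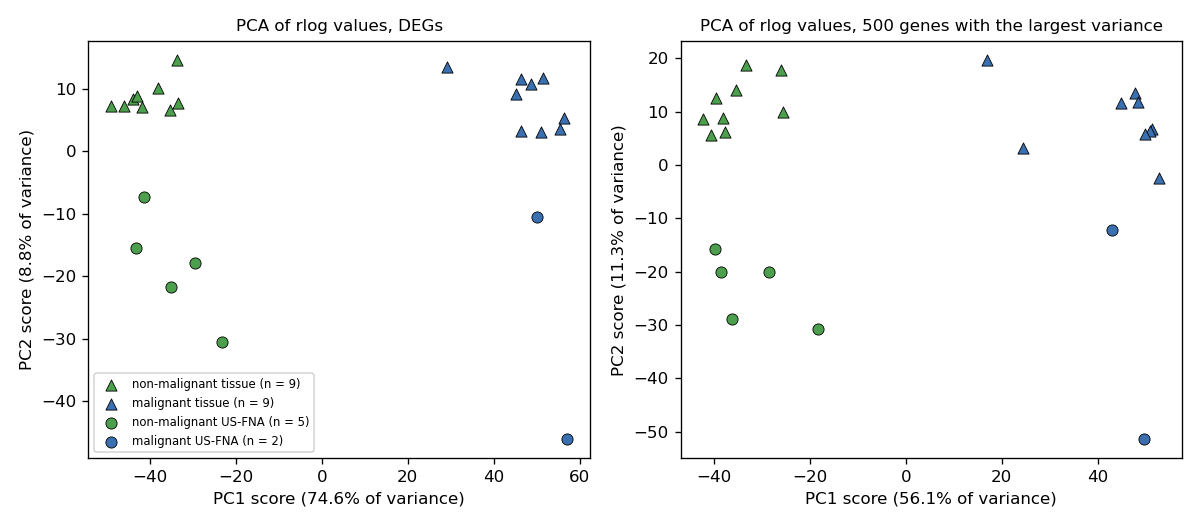
Scores of the 25 samples on PC1 (x axis) and PC2 (y axis), with colours for the diagnosis and symbols for the sample type. The left panel uses the 1074 DEGs and the right panel the 500 genes with the largest variance, and in both the malignant and non-malignant samples lie apart on PC1.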

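PC2 held 8.85% of the variance, and 78.2% of the variance of its scores lay between US-FNA and tissue samples. All US-FNA samples scored below all tissue samples on PC2, with a difference in means of -29.71 (two-sided exact permutation test, p = 2.08e-06, the smallest that 7 against 18 samples allow). The diagnosis accounted for 0.670% of the variance of PC2 (two-sided permutation test, p = 0.706). That test pooled the sample types, so it cannot exclude an effect of the diagnosis within them. The malignant US-FNA samples were far apart on this component, with scores of -46.05 in US-3 and -10.57 in US-4. Non-malignant US-FNA ranged from -30.55 to -7.38. The paper's Table 2 gives no RIN for US-3 and marks its dog as euthanised, with an extra US-FNA sample. US-3 may therefore have been taken after euthanasia. Tissue samples scored at most 14.58, with means of 7.99 ± 4.16 (SD, n = 9) in malignant and 8.64 ± 2.46 (SD, n = 9) in non-malignant tissue. Depending on the genes, the transformation and the scaling, PC2 held between 6.13% and 11.3% of the variance.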

**Figure 5:**
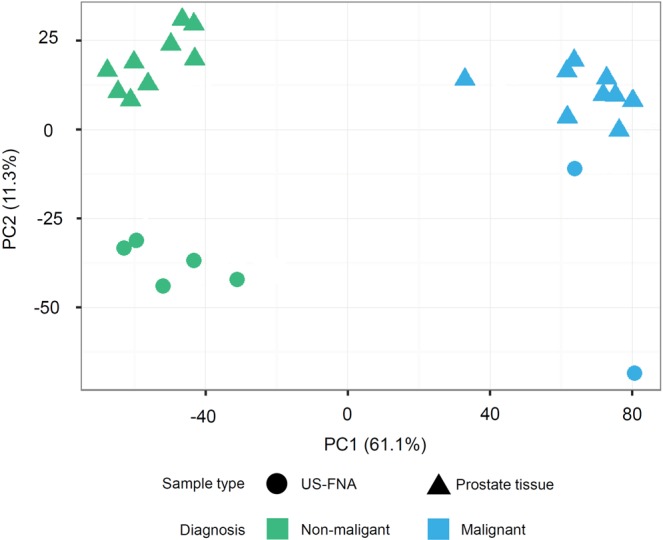
Principal component analysis (PCA-plot) of differentially expressed genes (DEGs). PCA-plot displays summarised data of 3,587 DEGs in 18 prostate tissues (triangle) and seven US-FNA (circle) samples. In general, variances between samples on the x-axis (principal component 1, PC1) separated the data the most (61.1%) and are associated with diagnosis: non-malignant (green) and malignant (blue) samples. Variances on y-axis were lower with 11.3% (principal component 2, PC2) and related to different sampling techniques.

Moreover, hierarchical clustering of the fold-changes of the expression values of the DEGs relative to the control group confirmed this result, revealing a largely common molecular profile between malignant US-FNA and malignant tissue samples (see Fig. 6). 

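The log2 fold changes against non-malignant tissue were compared across the 1073 DEGs tested in all 3 comparisons. Between malignant US-FNA and malignant tissue, Pearson's r was 0.923 and 98.8% of the genes changed in the same direction. For non-malignant US-FNA, r was 0.344 with malignant tissue and 0.517 with malignant US-FNA. These are correlations across genes, which are not independent replicates, and all fold changes share the same 9 control samples. With the controls split so that no control entered both fold changes, r between the malignant groups had a median of 0.914 over 20 splits. The DEGs were selected by these same comparisons. Over all 15200 genes tested, r between the malignant groups was 0.771, with a median of 0.737 over the splits. Of these genes, 80.9% changed in the same direction in both malignant groups. For non-malignant US-FNA, r over all genes was 0.155 with malignant tissue and 0.409 with malignant US-FNA. Over the DESeq2 DEGs, r between the malignant groups was 0.858. Complete-linkage clustering by 1 - r merged the malignant groups at a height of 0.0769 and joined non-malignant US-FNA at 0.656. From this clustering, the paper concludes that malignant US-FNA and malignant tissue largely share a molecular profile.

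**Figure D2:**
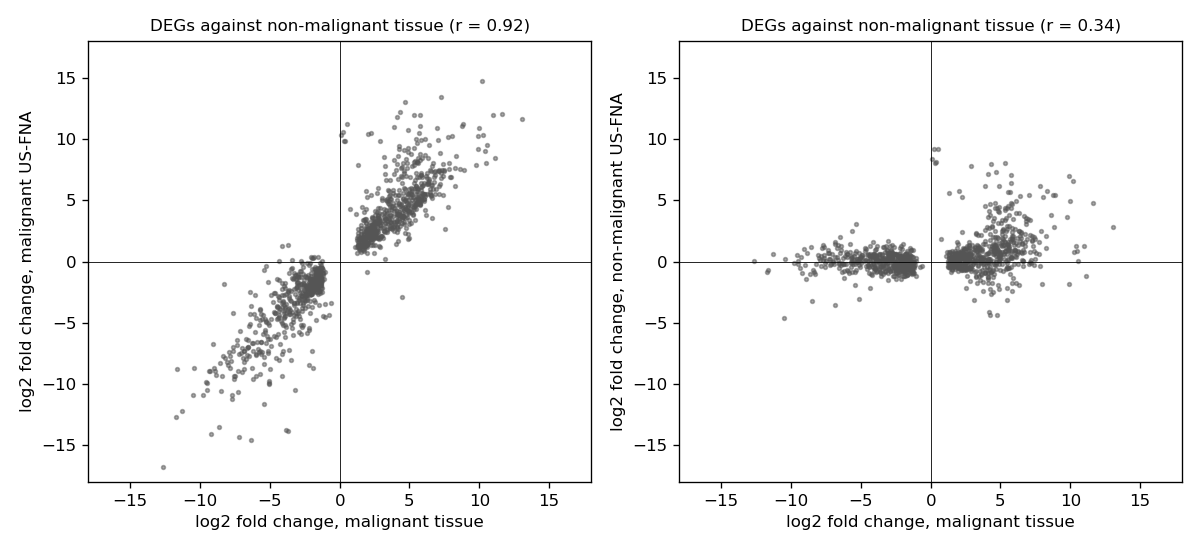
Log2 fold changes of the DEGs against non-malignant tissue, with malignant tissue on the x axis and malignant US-FNA (left panel) or non-malignant US-FNA (right panel) on the y axis. Each point is 1 of 1073 genes, and the points lie closer to a common line in the left panel (r = 0.92) than in the right panel (r = 0.34).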

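With edgeR, 112 genes (10.4% of the DEGs) passed the threshold in both malignant US-FNA and malignant tissue and not in non-malignant US-FNA. DESeq2 placed 1056 genes (24.7% of its DEGs) in this group. At an FDR under 0.05, 4001 genes (36.8% of those called) were shared by the malignant groups in this way with edgeR.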

Specifically, 1,062 genes (30% of the DEGs) were jointly differentially expressed in both malignant US-FNA and malignant tissue samples (see Fig. 4). 

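Among the edgeR DEGs shared by the malignant groups alone, 94 (83.9%) were up-regulated in both groups and 18 were down-regulated in both. DESeq2 gave 642 up-regulated (60.9%) and 413 down-regulated genes, and the remaining gene changed in opposite directions.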

Most of these genes (612, 58%) were up-regulated. 

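The 5 genes genes PMEPA1, MKI67, PCNA, CTNNB1 and MYC had positive log2 fold changes in both malignant groups. Expression of PMEPA1 (ENSCAFG00000031382) was 8.51 ± 3.83 CPM (SD, n = 9) in non-malignant tissue, 159 ± 85.9 (SD, n = 9) in malignant tissue and 237 ± 201 (SD, n = 2) in malignant US-FNA. Its log2 fold change was 4.22 (SE 0.35, FDR 4.88e-08) in malignant tissue and 4.82 (SE 0.43, FDR 4.11e-06) in malignant US-FNA. MKI67 (ENSCAFG00000013255) rose from 1.77 ± 1.46 CPM (SD, n = 9) to 96.8 ± 97.8 (SD, n = 9) in malignant tissue and 47.8 ± 11.6 (SD, n = 2) in malignant US-FNA. The log2 fold changes of MKI67 were 5.76 (SE 0.73, FDR 3.85e-06) and 4.74 (SE 0.72, FDR 0.000194). For PCNA (ENSCAFG00000006030) they were 2.30 (FDR 6.13e-07) and 2.83 (FDR 2.94e-05), and for CTNNB1 (ENSCAFG00000005204) 2.46 (FDR 4.28e-06) and 2.65 (FDR 4e-05). MYC (ENSCAFG00000001086) had log2 fold changes of 1.52 (FDR 1.52e-05) and 2.11 (FDR 0.000112). With edgeR, therefore, MYC missed the threshold in malignant tissue, and MKI67, PCNA, CTNNB1 and MYC missed it in malignant US-FNA. DESeq2 placed each of the 5 below the threshold in both groups, with FDRs of at most 3.6e-07. Every malignant sample exceeded every control sample in each of these genes, except for 1 malignant tissue in CTNNB1.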

Up-regulated genes included MYC proto-oncogene (*MYC*), catenin beta 1 (*CTNNB1*), prostate transmembrane protein, androgen induced 1 (*PMEPA1*), proliferating cell nuclear antigen (*PCNA*) and marker of proliferation Ki-67 (*MKI67*). 

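KLK2, KLK4 and ACPP were lower in every malignant sample than in every control sample. KLK2 (ENSCAFG00000002907) fell from 447310 ± 222380 CPM (SD, n = 9) in non-malignant tissue to 68.0 ± 171 (SD, n = 9) in malignant tissue, a log2 fold change of -12.69 (SE 1.72, FDR 7.37e-06). In malignant US-FNA it amounted to 4.03 ± 0.48 CPM (SD, n = 2), with an FDR of 2.98e-05. KLK4 (ENSCAFG00000002905) fell from 364 ± 125 CPM to 1.55 ± 1.45 in malignant tissue and 0.845 ± 0.544 in malignant US-FNA. The log2 fold changes of KLK4 were -7.85 (SE 0.55, FDR 6.55e-09) and -8.67 (SE 0.75, FDR 3.82e-06). ACPP (ENSCAFG00000006237) had log2 fold changes of -5.31 (FDR 1.27e-06) and -4.94 (FDR 0.00145). In malignant US-FNA, KLK2 and ACPP thus missed the threshold with edgeR, whereas DESeq2 gave FDRs of at most 6.72e-10 for all 3 genes in both groups.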

The remaining 450 (42%) down-regulated genes included kallikrein-related peptidase 2 (*KLK2*), kallikrein-related peptidase 4 (*KLK4*), NKX3 homeobox 1 (*NKX3-1)* and acid phosphatase prostate (*ACPP*). These have been reported as genes with potential diagnostic value in the literature^33–36^ and their consistent expression in US-FNA and tissue samples supports the use of US-FNA samples for transcriptomic profiling. In addition, only 36 genes (1% of the DEGs) were associated with both non-malignant and malignant aspirates of US-FNAs (see Fig. 4) and not in any way with the diagnoses, and, hence, could be considered as FNA-specific. 

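Only 2 genes (0.186% of the edgeR DEGs) passed the threshold in both US-FNA groups and not in malignant tissue. ENSCAFG00000015768 had a log2 fold change of 7.98 (SE 0.65, FDR 6.08e-06) in non-malignant US-FNA, where its expression was 21.1 ± 20.3 CPM (SD, n = 5). In malignant US-FNA, its log2 fold change was 12.24 (SE 1.07, FDR 3.97e-06), with 5.33 CPM in US-4 and 782 CPM in US-3. ENSCAFG00000003376 had log2 fold changes of 7.13 (SE 0.61, FDR 6.39e-06) and 11.78 (SE 1.08, FDR 4.96e-06), with 23.6 CPM in US-4 and 5746 CPM in US-3. Both genes also rose in malignant tissue, by 4.32 (FDR 0.00124) and 4.09 (FDR 0.00107) on the log2 scale. With DESeq2, the FDR of ENSCAFG00000003376 in malignant tissue was 7.42e-06, so that it was a DEG there and not FNA-specific. Leaving out US-7 or US-32 removed both from the list, and leaving out US-40 brought it to 11 genes. DESeq2 placed 60 genes (1.40% of its DEGs) in this group. The files do not pair these IDs with gene names.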

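With edgeR, both genes specific to the US-FNA groups were up-regulated. DESeq2 gave 20 up-regulated and 40 down-regulated genes. With the FDR relaxed to 0.05, edgeR gave 118 genes up-regulated and 221 down-regulated in both US-FNA groups, and the others differed in direction between the groups.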

Of these genes, nine were up-regulated and 27 were down-regulated relative to the control group. Pathway enrichment analysis performed on the 36 DEGs identified significantly overrepresented pathways in up-regulated genes. Four of these genes were involved in pathways associated with blood: Malaria and African trypanosomiasis pathway. Manual annotation (see Materials and Methods) of up-regulated genes identified a total of five globin genes: ENSCAFG00000029904 and ENSCAFG00000032615 as an orthologue of haemoglobin alpha 1 (*HBA1*) and 2 (*HBA2*), ENSCAFG00000029518 and ENSCAFG00000030286 as an orthologue of haemoglobin subunit delta (*HBD*) and haemoglobin beta (*HBB*) and ENSCAFG00000029224 as haemoglobin subunit mu. Therefore, molecular profiling of sampling-associated differences appears to reflect blood contamination in US-FNA samples.

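HBB (ENSCAFG00000030286) amounted to 12.2 ± 10.4 CPM (SD, n = 9) in non-malignant tissue, 4077 ± 3941 (SD, n = 5) in non-malignant US-FNA and 15908 ± 5401 (SD, n = 2) in malignant US-FNA. Its log2 fold change was 8.42 (SE 0.91, FDR 3.77e-05) in non-malignant US-FNA and 10.37 (SE 0.93, FDR 4.21e-06) in malignant US-FNA. Over the 5 globin genes, the log2 fold change ranged from 7.84 for haemoglobin subunit mu to 9.23 for HBD in non-malignant US-FNA, and from 9.82 for HBA1 to 10.59 for HBD in malignant US-FNA. In both US-FNA groups, every sample exceeded every control sample in all 5 genes. The edgeR FDRs were at most 4.21e-06 in malignant US-FNA and between 2.6e-05 and 8.37e-05 in non-malignant US-FNA, so that none of the 5 was a DEG in the latter group. Without US-40, all 5 were DEGs there, with FDRs of at most 4.28e-06. DESeq2 called all 5 in both US-FNA groups and none in malignant tissue. In malignant tissue, 4 of the genes had log2 fold changes of 0.07 to 0.38, with edgeR FDRs of at least 0.73. Haemoglobin subunit mu rose there by 2.87 (FDR 0.0131) at a mean of 0.749 CPM, and 5 of the 9 samples exceeded every control. HBA1 and HBA2 are paralogues between which reads cannot be assigned with certainty, so their separate values are less certain than their sum.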

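The 5 globin genes together took between 0.0245% and 3.98% of the counts on genes in the US-FNA samples. In tissue, their share reached at most 0.0142%. The mean log2 share was higher by 8.98 in the 7 US-FNA samples than in the 18 tissue samples (two-sided exact permutation test, p = 2.08e-06, the smallest possible), and all 7 exceeded every tissue. Within non-malignant samples the difference was 8.13 (exact permutation test, p = 0.0005, the smallest that 5 against 9 samples allow). Within malignant samples it was 11.24 (exact permutation test, p = 0.0182, the smallest that 2 against 9 allow). Restricting the share to HBB and HBD, which avoids the HBA1 and HBA2 paralogues, gave an overall difference of 9.34. For all 5 globin genes, leaving out US-40 moved the difference of 8.98 most, to 9.78. The lowest tissue share rested on 2 counts, below the 3 counts taken as the smallest detectable number.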

**Figure 6:**
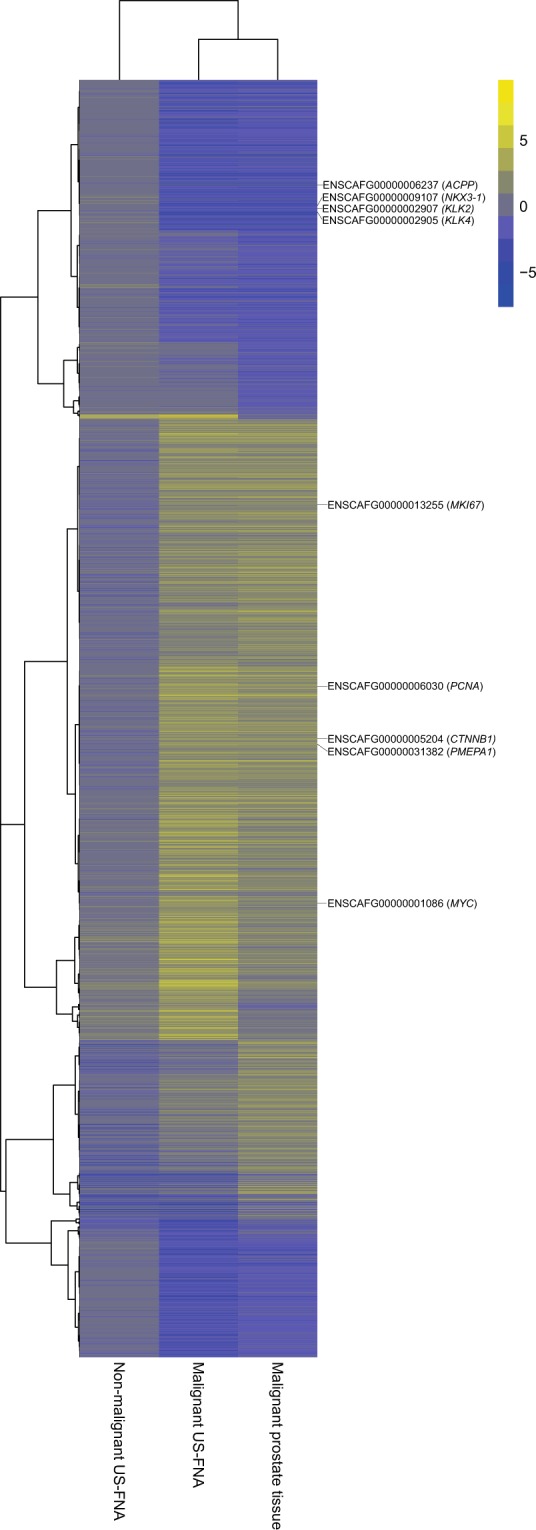
Heatmap of differentially expressed genes (DEGs) in different sample types compared with non-malignant prostate tissue samples. The heatmap and column dendrogram were used to visualise the variances in DEGs across the sample groups based on the average of logarithmic scale base two (log2) fold change. The log2 fold change is displayed on the right side, varying from −11.95 to 11.96. On the right side, Ensembl ID and official gene names show cancer-related genes (e.g., *MYC*, *MKI67*) and genes that were linked to canine prostate diseases (e.g., *NKX3-1*, *KLK4*, *ACPP*) in the heatmap.

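Across the edgeR DEGs, the log2 fold change against non-malignant tissue varied from -16.74 for KLK2 to 14.71 for a gene without a name in the files, both in malignant US-FNA (n = 2 against 9). That gene had 60.1 and 2845 CPM in the malignant US-FNA samples and 1 count in a single non-malignant tissue. The range was -20.65 to 27.06 with DESeq2.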

## Discussion

Canine prostate diseases are currently unsatisfactorily characterised at molecular level, hampering early detection strategies^4^. Having the opportunity to further use samples collected for routine diagnostic for molecular profiling is paramount to improve our molecular understanding of diseases^16^. An ideal biopsy procedure should be minimally invasive and allow rapid sampling and comprehensive clinical diagnostics, including molecular and cellular marker analysis^14,27^. In general, the FNA procedure has been shown to meet these requirements^37^. In particular, the present study confirms that FNA samples are a reliable sampling tool for both cytological and molecular diagnosis.

In human oncological medicine, different types of biopsies – including FNA – have been comparatively assessed as samples for NGS applications aimed at optimising the management of patients based on their molecular profiles^38^. In order to address the aggressiveness of human PCa using the Gleason Score, the FNA procedure has been largely replaced in routine diagnostic by multiple core needle biopsies^39^. Nevertheless, aspirates collected by FNA are acknowledged as samples with molecular diagnostic potential^38,40–43^. In dogs, the collection of canine prostate samples is challenging due to the anatomical localisation of the prostate gland^44^. Although histopathological biopsy is described as the gold standard for diagnosis of canine prostate diseases^2,44^ and a histopathological standard terminology is available^45^, the collection of tissue samples has several disadvantages, such as the need for general anaesthesia and the relatively high complication rates^46^. A practicable minimally invasive sampling procedure would be preferable both veterinary research and, especially, in clinical routine^16^. Based on the current state of knowledge, this is the first study to evaluate the feasibility of using samples of the canine prostate obtained *intra vitam* by US-FNA with 22-gauge needles for both cytological diagnosis and RNA-Seq.

In agreement with the literature^2,28^, the US-FNA procedure was well tolerated by 95% of the dogs in the study without the need of general anaesthesia. Complications associated with the US-FNA procedure were transient and mild and in concordance with previous studies^2,47^. The US-FNA procedure proved more challenging in neutered healthy dogs due to the dense and firm prostate tissue structure^48^ caused by androgen deprivation^45,49^ and resulted in generally low quantities of RNA. Nonetheless, the US-FNA procedure yielded adequate quantities of RNA in the case of neutered dogs with PCa, which typically exhibit disease-related changes of the prostate. This is particularly important since neutered dogs have an increased risk to develop canine PCa^50^. These findings indicate that the US-FNA procedure is feasible in diagnostic routine.

In this study, US-FNA samples were split into two subsamples to address conventional and molecular diagnostic questions. An adequate cellularity is crucial for cytology and RNA extraction. The strategy of splitting the aspirates into subsamples generally decreases the cellularity. Varying cellularity can be additionally explained by the non-standardisable conditions during collection and subsampling in the clinical routine. The cellularity of aspirates has been previously analysed in different tumour samples and shown to be affected by the application of suction, the number of needle passes and cell exfoliation^51^. In the present study, 88% of the cytological smears exhibited sufficient cellularity for cytological diagnosis. This was similar to the fraction of the subsamples that met the requirements for RNA-Seq: 93% of US-FNA samples. In concordance with these results, previous studies described the remaining aspirates as a viable source for advanced diagnostic procedures after the preparation of cytological smears^52,53^. In general, the results of this study support the idea of using subsamples to bridge the gap between clinical and molecular diagnosis.

Cytological findings on the sample quality such as necrosis and blood contamination appear to provide important information regarding the viability of molecular analysis. Large amounts of blood are known to influence the quality of cytological smears, hampering an adequate cytological diagnosis^54^. In fact, in a previous study, the researchers opted for not using highly blood contaminated canine FNAs of different tumour entities for RNA extraction^51^. In the present study, 65% of US-FNA samples had moderate to strong blood contaminations, probably related to the aspiration technique^51^ and the use of intravenous needles^55^. Processing and pipetting of contaminated US-FNA samples was challenging and might have led to a decrease in the number of cells. However, US-FNA samples were successfully used for RNA purification by phenol-chloroform extraction. Based on the results in this study, the use of column-based isolation should be avoided without any further lysis steps or reagents. Interestingly, and consistent with the macroscopic findings, five globin genes, which can be associated with erythroid cells^56^, were more highly expressed in US-FNA samples compared with tissue samples. Therefore, blood contamination was detectable at molecular level, thus indicating that RNA-Seq enables *intra vitam* sampling associated effects to be identified. 

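In the 7 US-FNA samples, the share of globin counts can be set beside the macroscopic blood score of Table 2, in which 2 stands for weak, 3 for moderate and 4 for strong contamination. At a score of 2, the share was 1.99% in US-13 (95% Wilson confidence interval 1.98% to 2.01%) and 2.98% in US-4 (2.96% to 2.99%). A score of 3 was given to US-7, with a share of 0.701% (0.693% to 0.708%), and US-32, with 0.351% (0.345% to 0.356%). A score of 4 was given to US-15, with 0.460% (0.4539% to 0.4661%), US-40, with 0.0245% (0.0231% to 0.0259%), and US-3, with 3.98% (3.96% to 4.00%). These intervals cover counting error only. Over the 7 samples, Pearson's r between the score and the log2 share was -0.479 (exact permutation test, p = 0.281, BH-adjusted 0.281) and Spearman's rho was -0.321 (exact permutation test, p = 0.457, BH-adjusted 0.457). Without US-13 and US-15, r was -0.423. They were left out as far from the median score, but other samples lay equally far. US-40, with the lowest share, stayed in, so that this value does not show the relation to be stable. For RNA concentration, the other of the 2 relations computed, r was -0.835 (exact permutation test, p = 0.0855, BH-adjusted 0.171) and rho was -0.536 (exact permutation test, p = 0.236, BH-adjusted 0.457). Without US-40 and US-13, r with RNA concentration was -0.167, so that this relation rests on those samples. Neither diagnosis held the 6 samples needed to test these relations within it.

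**Figure D3:**
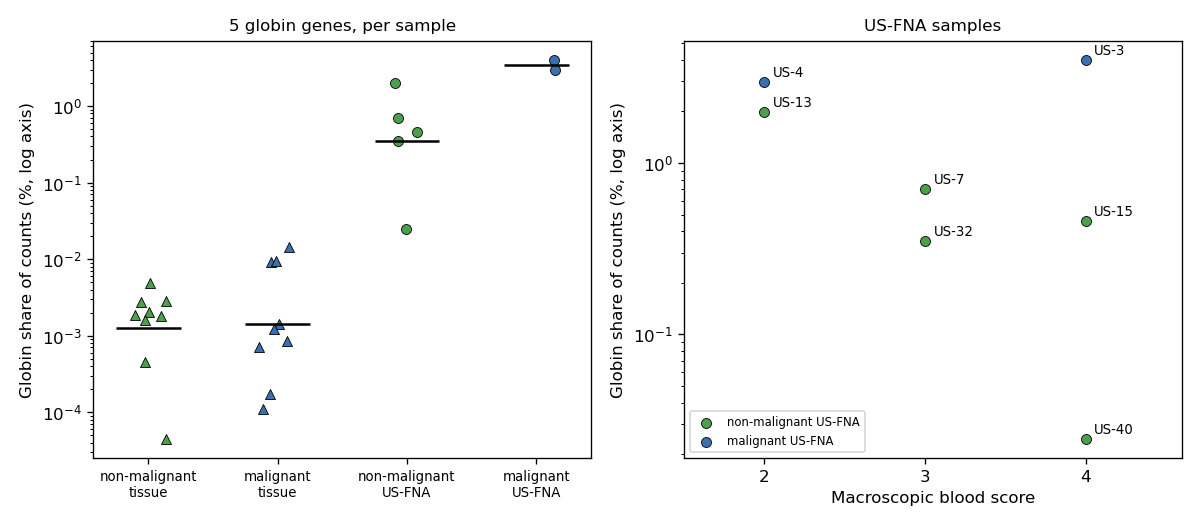
Percent of the counts on genes that fell on the 5 globin genes, on a logarithmic y axis, by sample group (left panel, bars at the geometric mean) and against the blood score of the 7 US-FNA samples (right panel). Each point is 1 sample. All US-FNA samples lie above the highest tissue share of 0.0142%, and the share does not rise with the score.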

Additionally, there was no evidence that 0.1% of DEGs identified as globin genes in anyway impaired the actual diagnostic for gene expression profiling.

In general, RNA-Seq demands high-quality total RNA^12,15,57^. Of US-FNA samples, 56% met the requirements of RNA-Seq. It has been shown before that RIN values of FNA samples are not always detectable^51^. For precise assessment of RNA quality the Agilent RNA 600 Nano assay requires a minimum RNA concentration of 25 ng/µl^58^. Of the US-FNA samples, 31% (n = 5) selected for quality control were below this threshold, which could explain some of the poor RIN values. Furthermore, the RIN value and the corresponding electropherogram needs to be evaluated. In addition, the nucleases and factors associated with the FNA procedure itself, such as the needle length, can cause RNA degradation^59^. Moreover, this study evaluated the RNA integrity in non-malignant and malignant canine prostate tissue samples with no evidence of a difference. Similar to the results of the present study, one recent study on canine tumour FNA found no significant difference analysing the integrity of RNA from readily exfoliative tumour and non-readily exfoliative tumour FNA. However, non-malignant samples were not part of the above mentioned study^51^.

One previous investigation on human PCa emphasises the importance of biopsy based gene-expression studies and successfully used prostatectomy samples for molecular profiling and additional needle core biopsies for identification of candidate genes^60^. To evaluate the molecular diagnostic potential of canine prostate US-FNA subsamples for further gene expression studies, seven US-FNA samples were subjected to RNA-Seq and their whole transcriptome profiles were compared to those of 18 prostate tissue samples. The main advantage in using NGS is the possibility to comprehensively characterise the transcriptome, allowing rapid profiling of neoplastic diseases for downstream diagnostics of therapeutic intervention^13,16,61^. The findings of the present study indicate that the sampling procedure has a minor impact on the sample’s gene expression profile, since only 36 (1%) of 3,587 DEGs were specifically identified in all US-FNA samples relative to the non-malignant prostate tissue control. 

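Non-malignant US-FNA and non-malignant tissue share the diagnosis and differ in the sampling procedure. By the paper's Methods, they also differ in the RNA extraction kit, and the tissues came from euthanised dogs and the aspirates from living ones, so that differences between them cannot be assigned to the sampling alone. Between them, 2729 genes had an edgeR FDR under 0.05, of which 1116 were higher and 1613 lower in US-FNA. A p-value under 0.05 before adjustment was found for 5055 genes. At the same FDR, 377 genes (3.47% of those called in any comparison) were called in both US-FNA groups and not in malignant tissue.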

Differences on the gene expression level between US-FNA and tissue samples can be explained based on the variability of the individual samples and the diagnosis. In particular, tumour heterogeneity has been described in different cancer types^17,62^, including canine PCa^63^. To minimise these effects and ensure representative material for RNA-Seq analysis as well as adequate diagnosis, the samples were collected under ultrasound guidance and characterised by cytological examination. The molecular profiling of aspirates collected by FNA samples in dogs has been previously performed and compared to matched tissue samples for lymph nodes using microarray technology^31^. Nevertheless, that study differs from the present one in that FNA samples were i) collected only from euthanised dogs (*post mortem*), and ii) not separated into two subsamples for cytological and molecular analysis. Overall, the authors described FNA samples as a reliable source for molecular profiling^31^, which agrees with the results presented here. In this context, US-FNA transcriptomics becomes increasingly attractive as a diagnostic tool. Indeed, malignant and non-malignant US-FNA samples were perfectly separable based on their molecular profiles, matching the cytological diagnosis. In addition, genes that are well known to be deregulated in cancer such as *MYC, MKI67*, *ACPP*, *CTNNB1*, *KLK2*, *KLK4, PCNA*, *PMEPA1*, *NKX3-1*^4,33,64–68^ were also significantly deregulated (and in the same direction) in US-FNA samples, confirming the similarity of US-FNA samples and their prostate tissue counterparts. These genes and other genes with similar molecular profiles are interesting from a diagnostic point of view. 

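In a direct comparison of the 2 malignant with the 5 non-malignant US-FNA samples over 15232 genes, edgeR called 0 genes at an FDR under 0.00001 and 6329 at an unadjusted p under 0.05. A total of 4344 genes had an FDR under 0.05, of which 2519 were higher in malignant US-FNA and 1825 lower. DESeq2 called 1022 genes at an FDR under 0.00001.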

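The 8 genes MYC, PCNA, CTNNB1, MKI67, PMEPA1, ACPP, KLK4 and KLK2 were also compared between malignant and non-malignant US-FNA. The former 5 were higher in malignant US-FNA, with log2 fold changes from 1.56 for MYC to 4.91 for PMEPA1. The latter 3 were lower, with log2 fold changes from -5.12 for ACPP to -16.79 for KLK2. All 8 directions were those found between malignant and non-malignant tissue, with edgeR FDRs from 0.000396 for KLK4 to 0.0132 for MYC. In non-malignant US-FNA against non-malignant tissue, the FDRs of these genes were between 0.0917 for MYC and 0.959 for KLK2. Across the 1073 DEGs tested in both, the fold change between the diagnoses within US-FNA and that within tissue had a Pearson's r of 0.927, and 99.1% of the genes had the same direction. These genes were selected by the comparisons with non-malignant tissue, and over all 15229 genes tested in both, r was 0.755 and 80.0% had the same direction. An interaction between diagnosis and sample type was not detected for any of the 8 genes (FDRs of at least 0.421).

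**Figure D4:**
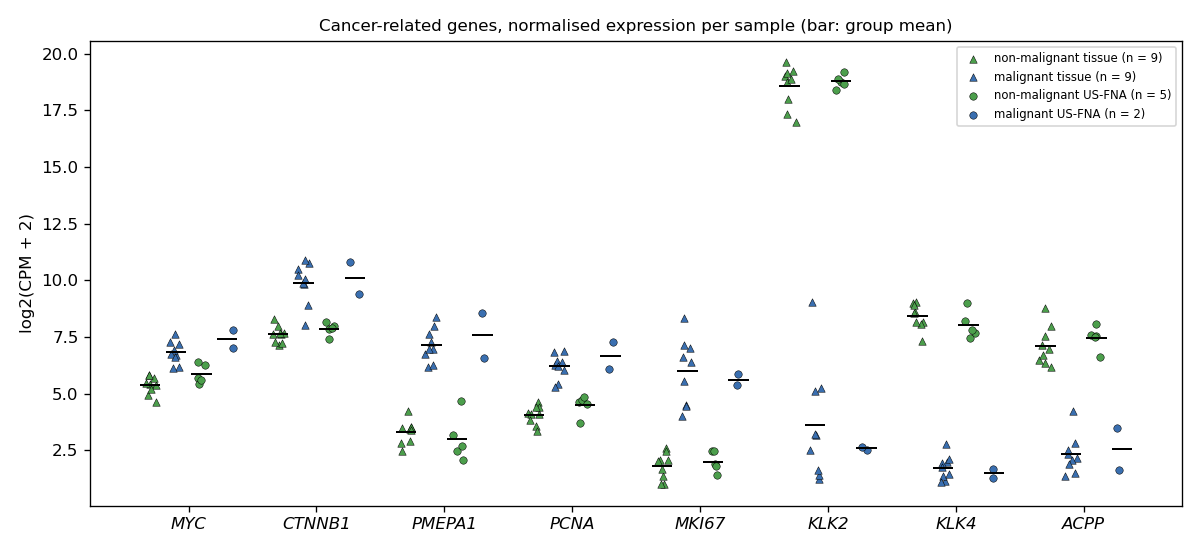
Expression of the 8 genes as log2 of CPM plus a prior count of 2 (y axis) in each sample, by sample group (x axis), with bars at the group means. In both US-FNA and tissue, MYC, CTNNB1, PMEPA1, PCNA and MKI67 are higher and KLK2, KLK4 and ACPP lower in the malignant group.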

In particular, genes like *MYC, MKI67, CTNNB1, PCNA*, *NKX3.1, ACPP* and kallikreins are warranted further investigation as diagnostic markers for cancer and cell proliferation. The combination of US-FNA and RNA-Seq opens up a wide array of possibilities in clinical diagnostics.

In conclusion, the data presented here underline the suitability of the US-FNA procedure as a sampling tool for cytological and molecular diagnostic purposes. To optimise the laboratory workflow, details on cytological examination may be helpful for identifying and processing adequate samples prior to sequencing. This study highlights the strengths of US-FNA as a sampling tool for molecular profiling of the canine PCa. Validation on a larger number of US-FNA samples is warranted to confirm these conclusions. Beyond the use of US-FNA for whole transcriptome analysis, this study provides a solid basis for approaches such as targeted sequencing or qPCR screening of single genes, opening new perspectives for biomarker discovery for early detection and follow-up diagnosis and, eventually, for developing and establishing individualised therapeutic strategies.

## Materials and Methods

### Study design

This study referred to three different sampling types, including US-FNA, PM-FNA and prostate tissue samples (see Fig. 1). Specifically, the term FNA is used for aspiration of a very small amount of tissue or cells. *Intra vitam* aspirated cells, collected by US-FNA were referred to as US-FNA, while aspirates collected by FNA after prostatectomy from euthanised dogs were referred to as PM-FNA training set (see Fig. 1). Aspirates collected by US-FNA were diagnosed cytologically, while those collected by PM-FNA were used to standardise the sampling procedure; both types of aspirates were used for evaluating RNA quantity; a number of aspirates collected by US-FNA were checked on RNA quality and subjected to RNA-Seq (see Fig. 1). The US-FNA sampling procedure was performed prospectively between July 2014 and January 2016 at the Small Animal Clinic of the University of Veterinary Medicine Hannover, Foundation (Germany) in accordance with the German Animal Welfare Guidelines and approved by the Ethics Committee of the State of Lower Saxony, Germany (No. 14/1700).

The term prostate tissue sample is used for structurally and functionally organised cells with a preserved architecture. Prostate tissue samples were collected as matching tissue samples (n = 31) after the PM-FNA procedure from euthanised dogs (see Fig. 1). The sample set was completed by 12 freshly frozen prostate tissue samples from the local tissue bank obtained from between 2002 and 2016. Prostate tissue samples were generally used as control. None of the dogs had been euthanised for the purpose of this study. All dog owners agreed to sample collection.

For a representative set of non-malignant and malignant samples, dogs with symptoms or medical history suggesting a prostate disease were enrolled for clinical evaluation and US-FNA procedure, while euthanised dogs with and without prostate diseases were used for *post mortem* sample collection. Overall, the sample set used in this study comprised 42 US-FNA samples, 31 PM-FNA samples as training set and 43 prostate tissue samples taken from 84 male dogs (see Table 1).

### Standardisation of the sampling procedure using PM-FNA samples as training set

A training set of 31 PM-FNA samples was collected from euthanised dogs during necropsy after prostatectomy (see Fig. 1). Each prostatectomy was performed under sterile conditions within a maximum of two hours after euthanasia. After prostatectomy, *ex vivo* aspiration of prostate cells was performed using a 22-gauge single-use-needle (Terumo, Eschborn, Germany) attached to a 5 mL Luer syringe (Dispomed, Gelnhausen, Germany). The needle was inserted into prostate tissue and moved several times while aspirating. A fraction of the aspirated cells were used to prepare a smear for cytological examination; the remaining cells were expelled to a 1.8 mL Nunc CryoTube (Thermo Fisher Scientific, Nunc-A/S, Roskilde, Denmark). The needle was then rinsed with 50 to 100 µl sterile phosphate-buffered saline (PBS) for collecting the remaining aspirate in the CryoTube. Matched prostate tissue samples were collected from macroscopically representative areas for molecular biological procedures and histopathological classification.

Samples collected for the purpose of molecular biological analysis were immediately snap frozen in liquid nitrogen and stored at −80 °C.

### Histopathology

For histopathological evaluation, prostate tissue samples were fixed in 10% neutral-buffered formalin, embedded in paraffin and examined microscopically on haematoxylin and eosin stained section by a certified pathologist.

### Feasibility of *intra vitam* US-FNA sampling procedure

To evaluate the feasibility of the PM-FNA sampling procedure in clinical routine, a total of 43 dogs were examined *intra vitam* (see Table 1). All dogs underwent general examination. Transabdominal ultrasonography was performed in dorsal recumbency using a Logiq 7 GE Healthcare ultrasound system (General Electric Company, Waukesha, USA). Longitudinal and transverse images of the prostate, urinary bladder, sub-lumbar lymph nodes and testes were evaluated. The US-FNA procedure of the prostate was performed using the previously described standard protocol for US-FNA of the canine prostate^69^. Differences of parenchyma echogenicity^3,30^ were used for identification and collection of representative samples. The US-FNA samples were processed as the above mentioned the PM-FNA sampling protocol. The US-FNA procedure was repeated up to three times in cases where samples were suspicious of having inadequate material. Processing of aspirated samples and long-term storage were performed in accordance with the PM-FNA procedure.

Two dogs were euthanised due to an advanced stage of prostate carcinoma. In one of these dogs, the US-FNA procedure was repeated immediately after euthanasia (see Table 2). For both dogs, additional PM-FNA and matched prostate tissue samples were accessible during necropsy.

### Cytology

Cytological smears were air dried and stained in accordance with Pappenheim standard operational procedures and examined within one hour by an experienced cytologist. Previous reports on prostate cytology and general cytological categories^28,70,71^ were used to classify e.g. cluster of uniform cells as normal to hyperplastic, inflammatory cells as indicator for inflammation and samples with cells presenting criteria of malignancy as malignant. Cytological smears with fewer than ten cells in low power field using a 100-fold magnification were classified as non-diagnostic.

### Isolation and quantification of total RNA from PM-FNA and US-FNA samples

Total RNA from the PM-FNA training set (n = 31) was isolated in accordance with the manufacturer’s protocol of Qiagen AllPrep™DNA/RNA Micro Kit (Qiagen, Hilden, Germany). For lysis and homogenisation, Buffer RLT Plus and QIAshredder spin column (Qiagen, Hilden, Germany) were used and purified RNA was eluted RNAse-free water.

For *intra vitam* collected US-FNA samples (n = 42), the method of RNA isolation was adjusted to phenol-chloroform extraction (n = 40), since column-based isolation of total RNA from two US-FNA samples failed due to clotted blood. A semi-quantitative scoring was used prior to RNA isolation to assess blood contamination in 40 US-FNA samples macroscopically: Score 0 was used for samples without macroscopically visible contaminations of blood; score 1 comprised samples with almost invisible contamination of blood; score 2 included light red coloured samples for weak but clearly visible blood contamination; score 3 included red coloured samples, describing a moderate contamination and score 4 deep red samples indicating strong blood contamination.

Phenol-chloroform extraction of RNA from remaining aspirates collected by US-FNA (n = 40) was performed using QIAzol Lysis Reagent with Qiagen miRNeasy Micro Kit (Qiagen, Hilden, Germany) eluted RNase-free water. RNA quantity of US-FNA and PM-FNA samples was determined using the Qubit® RNA HS Assay Kit (ThermoFisher Scientific, Waltham, USA) with Qubit 2.0 Fluorometer.

### RNA extraction from prostate tissue samples

For isolating total RNA from 10-20 mg prostate tissue samples (n = 43), AllPrep® DNA/RNA/miRNA Universal Kit (Qiagen, Hilden, Germany) was used in accordance with the manufacturer’s protocol. Tissue samples were disrupted utilising Buffer RLT Plus and 5 mm stainless steel beads by TissyeLyser II (Qiagen, Hilden, Germany). Total RNA was eluted in 30 µl RNase free-water and RNA quantity was measured on a Take3^TM^ Multi-Volume Plate by Synergy™II multi-mode reader, evaluated by Gen5™ Microplate Data Analysis Software (Biotek, Bad Friedrichshall, Germany).

### Sample selection and evaluation of RNA quality

US-FNA and prostate tissue samples for RNA-Seq were selected in accordance with multiple criteria. First, they were required to contain a minimum of 10 ng and a maximum of 1 µg of total RNA. To ensure their comparability, the samples were further selected based on their histopathological and cytological diagnosis (see Fig. 1) and non-malignant and malignant US-FNA aspirates and prostate tissue samples were the subject of focus. The non-malignant sample group comprised normal to hyperplastic samples and included 12 US-FNA and nine prostate tissue samples. The malignant group included four US-FNA and nine prostate tissue samples (see Table 2). The PM-FNA training set was excluded.

The RNA quality was measured using the RNA 6000 Nano LabChip on an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, USA), based on the 18S to 28S ribosomal ratio provided as electropherogram. The RIN value was determined with the Agilent 2100 Expert software and ranged from 1 (most degraded RNA) to 10 (most intact RNA). For samples with low RIN values, details in the electropherogram were used for further evaluation of RNA degradation.

### Statistical analysis of RNA quantity and quality

Statistical analysis of RNA quantity and quality was performed using SAS Enterprise Guide 7.1 (SAS Institute Inc., Cary, North Carolina, USA). The Shapiro-Wilk test was applied to confirm the normal distribution of the data. The influence of neutering and diagnosis on RNA quantity in prostate tissue samples was evaluated with the two-sample t-test. Wilcoxon’s signed-rank test was used to compare the differences between US-FNA aspirates and the PM-FNA training set. A two-sample t-test was performed to analyse differences of RIN-values between non-malignant and malignant tissue samples. Significance level was defined as p < 0.05.

### RNA-sequencing, mapping and differential expression analysis

Samples with a RIN value ≥ 5.5 (US-FNA n = 7, prostate tissue n = 18) were then subjected to NGS library preparation (see Table 2) using the NEBNext Ultra RNA preparation kit (New England Biolabs, Ipswich, USA). Single-read sequencing was conducted on an Illumina NextSeq500 with a read length of 75 bp (Illumina, San Diego, USA). Sequencing data have been deposited in the Gene Expression Omnibus database (accession identifier GSE122916)^72^.

Raw sequencing reads were quality checked using FastQC^73^. Adaptors and low-quality bases were trimmed using Trimmomatic (v0.32^74^) with the following parameters: LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36. Trimmed reads were then mapped to the CanFam3.1 assembly of the dog genome using TopHat2^75^ with default parameters and supplying the Ensembl GTF annotation (Ensembl release 85^76^) through the -G option. This resulted in an average of ~14 million pairs of mapped reads per sample.

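The deposited tallies of htseq-count give the alignments of each sample as a sum. Its parts are those counted on genes, those assigned to no annotated feature and those on more than 1 gene. This sum averaged 13248700 over the 25 samples and ranged from 11430900 to 16113420. Alignments assigned to no annotated feature made up 58.8% to 70.3% of it. The tally does not tell whether these lay outside genes.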

Read counts for each protein-coding gene were calculated for each sample using the htseq-count tool of the Python package HTSeq^77^ with default parameters. The sample groups: non-malignant US-FNA, malignant prostate tissue and malignant US-FNA were each independently tested against non-malignant prostate tissue (control) for differential expression with the R/Bioconductor package DESeq2^78^. *p*-values were adjusted for multiple testing using the false discovery rate (FDR). Genes with an FDR < 0.00001 in any of the three comparisons were considered as DEGs.

### Manual annotation of single genes

Nucleotide sequences of Ensembl gene IDs^76^ not associated with any Official Gene Symbol were aligned for identifying sequence homologies based on Ensembl IDs using the online BLAST (Basic Local Alignment Search Tool) interface provided by NCBI (https://blast.ncbi.nlm.nih.gov/Blast.cgi ^79,80^).

### Principal component analysis and hierarchical Clustering

DEGs were used to perform a PCA to summarise and visualise variances across all samples. Specifically, PCA was performed on library size-normalised regularised log-transformed expression values, which were computed using the rlogTransformation() function in the R/Bioconductor DESeq2 package.

Fold-changes relative to non-malignant prostate tissue of DEGs were hierarchically clustered using complete linkage and Euclidean distance (genes) or a Pearson correlation-based distance measure (samples). On basis of fold-changes, a list of well-studied genes was used for further profiling of US-FNA in comparison with prostate tissue samples.

### Pathway analysis

DEGs identified exclusively in US-FNA samples were analysed on biological pathway. This pathway analysis was performed with DAVID (Database for Annotation, Visualization and Integrated Discovery Functional Annotation Tool^81,82^), using the 19,856 Ensembl IDs corresponding to all protein-coding genes annotated in the dog genome (Ensembl release 85^76^) as background and a FDR ≤ 5% cut-off for significance.

How the deposited data were processed for this re-analysis (not part of the article)

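RNA-Seq counts of 25 canine prostate samples were used: 9 non-malignant tissues (PT-10 to PT-18), 9 malignant tissues (PT-1 to PT-9), 5 non-malignant US-FNA samples (US-7, US-13, US-15, US-32 and US-40) and 2 malignant US-FNA samples (US-3 and US-4). The groups were taken from the sample descriptions and their sizes match the paper's Table 1. Samples were treated as independent, since no pairing between groups is given. The paper describes matching prostate tissue from 2 euthanised dogs with US-FNA, and its Table 2 marks the dog of US-3 as 1 of them, but its text does not name the matching tissue samples.

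For every sample, the authors deposited raw counts of reads per Ensembl gene, without normalisation. The authors had trimmed the reads with Trimmomatic, mapped them with TopHat2 to CanFam3.1 with the Ensembl annotation, and counted them with htseq-count. Each file lists the Ensembl IDs of all annotated genes, followed by the tallies of alignments that were not assigned to a gene. The 1 reference table of gene names used matched none of these IDs, and the Ensembl annotation that the paper names was not at hand, so the counts could not be restricted to protein-coding genes and all IDs were used. Between 3355926 and 6594032 reads were counted on genes per sample. The smallest share of a sample's counts taken as detectable was 3 counts of its total, and 95% confidence intervals of shares were computed by the Wilson method with SciPy. Intervals and floors cover counting error only.

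Genes with low counts were removed with edgeR's filterByExpr over the 4 groups (minimum count 10, minimum total count 15), leaving 15296 genes. In R 4.3.3, counts were normalised by TMM and tested with the quasi-likelihood method of edgeR 4.0.16. Non-malignant US-FNA, malignant tissue and malignant US-FNA were each compared with non-malignant tissue in a fit of those 2 groups alone, and genes without any count in those groups were left out of it. P-values were adjusted by the Benjamini-Hochberg method and genes with an FDR under 0.00001 were taken as DEGs. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. The same comparisons were run on all IDs with DESeq2 1.42.0 (Wald test, default independent filtering in place of the filter on low counts), the tool the paper names. Further edgeR comparisons were malignant against non-malignant US-FNA, neutered against intact dogs within malignant tissue, intact malignant tissue against non-malignant tissue, and the interaction of diagnosis and sample type in a fit of all samples.

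The named genes were fixed by a rule: the cancer-related genes and 5 globin genes that the paper names, and for each comparison and the FNA-specific list the 2 genes up and the 2 genes down with the largest absolute log2 fold change among the DEGs with a mean of at least 1 CPM and every sample of the group beyond every control. Not every gene of this set is reported here. CPM values and log2 CPM values (prior count 2) were computed with edgeR. PCA used regularised log values from DESeq2, computed without the groups, centred and not scaled. Groups of fewer than 10 samples were compared by two-sided exact permutation tests, and larger groups by 100000 random permutations with seed 1. Correlations over the 7 US-FNA samples were tested by exact permutation of the pairings. The Python steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

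Alternatives to these choices were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, no filter on low counts, a single fit of all 4 groups, the globin genes or KLK2 left out before normalisation, an FDR under 0.05, an absolute log2 fold change above 1 in addition to the FDR, only intact dogs with malignant tissue, each US-FNA sample left out in turn, draws of 5 or 2 dogs with malignant tissue, other genes, transformation and scaling for the PCA, other genes and split controls for the correlation of fold changes, and other denominators and genes for the globin share. The models were tested on simulated data built on the control means, the dispersions and the library sizes. In these data, 200 genes were changed by 3 on the log2 scale. Genes with low expected counts were not among the changed ones, and the dispersions were estimated on the tissue samples. The numbers recovered may thus be too high for genes with low counts or for US-FNA samples. With 2 against 9 samples, edgeR called 0 of the 200 at an FDR under 0.00001 and 164 at an FDR under 0.05, with 8 of the unchanged genes called at the latter. DESeq2 called 128 and 189 of the 200 at these thresholds, with 1 and 81 of the unchanged genes called. Raw reads were not analysed here, the pathway enrichment was not run, and the RIN values, cytology and RNA concentrations of samples that were not sequenced were not used here.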

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

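The test of the interaction genes in single samples was chosen after the number of those genes was seen.

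In groups of 4 to 10 samples, the distance from the highest or lowest sample to its neighbour was compared with the range of the group. Over 25 measures and 75 groups, 8 groups held a sample farther out than Dixon's limit, where about 1 in 20 groups, or 3.75, would by chance. In non-malignant US-FNA, PCNA was lowest in US-32 (11.2 CPM from 35 counts), and the gap took 0.745 of the range. A gene without a name was highest in US-13 (23.6 CPM from 67 counts, gap 0.725 of the range). In malignant tissue, HBD was highest in PT-5 (1.91 CPM from 12 counts, gap 0.529), the tissue with the highest share of globin counts, 0.0142%. ENSCAFG00000015768 was highest in PT-7 (6.81 CPM from 55 counts, gap 0.53). In non-malignant tissue, haemoglobin subunit mu was highest in PT-11 with 2 counts (gap 0.612). For 3 genes without names, a single non-malignant tissue (PT-16, PT-17 or PT-11) held 1 count and the other 8 held 0, so that the gap took the whole range, 1. The counts in the last 4 groups are below the 3 counts taken as detectable. No biological explanation was tested for any of these samples.

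The effect of the diagnosis differed between US-FNA and tissue, at an FDR under 0.05 for the interaction, in 202 of 15296 genes. The interaction was positive in 164 and negative in 38, and 2270 genes had an unadjusted p under 0.05. DESeq2 gave 596 genes at the same FDR. In 112 of the 202 genes, the log2 fold change between the diagnoses had opposite signs in US-FNA and tissue, though in some of them it was near 0 in tissue. In 83 it had the same sign and was larger in US-FNA, and in 7 it was smaller. None of the 8 cancer-related genes reported and none of the 5 globin genes was among them. The malignant US-FNA group has only 2 samples, whose median distance over the 202 genes was 2.03 on the log2 scale, against 0.77 over all genes past the low-count filter. An effect of only 1 of the 2 malignant US-FNA samples was tested: in 35.6% of the genes, the samples differed in sign or 1 of them showed an interaction under 1 on the log2 scale, where at least 50% was set as the mark of this explanation. The genes were selected for the interaction, which favours those where both samples show it, so that the pattern cannot be told apart from this explanation. The number of genes fell to as few as 77 when 1 non-malignant US-FNA sample was left out, and it also depends on that group. The tumour cell content of the samples and neutering were not tested, so it remains open whether these differences are due to the sampling or to the tumours.

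Alignments that htseq-count assigned to no annotated feature made up 65.3% in the US-FNA samples and 61.5% in the tissue samples. The paper does not report on them. The difference was 3.82 percentage points (value 3.822, two-sided exact permutation test, p = 0.00288). Within non-malignant samples the difference was 2.83 (exact permutation test, p = 0.137), with 1 of the 5 US-FNA samples above every tissue. Within malignant samples it was 4.79, with 2 of 2 above every tissue (exact permutation test, p = 0.0182, the smallest that 2 against 9 samples allow). The US-FNA samples also had fewer reads on genes, with a difference in means of -854700 (exact permutation test, p = 0.00367). It was -751400 within non-malignant samples (exact permutation test, p = 0.0889) and -1142000 within malignant samples (exact permutation test, p = 0.0182). Unspliced RNA, genomic DNA, missing annotation and other possible causes cannot be told apart from counts per gene, and no explanation was tested.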

How the results depend on the processing

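All alternatives were chosen before the data were examined, except for leaving out KLK2 and leaving out each intact dog with malignant tissue, which were chosen after seeing the data. The cause of the changes listed here was not tested.

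DESeq2's size factors in edgeR, leaving out the globin genes, leaving out KLK2 and requiring an absolute log2 fold change above 1 each kept all 19 counts of DEGs within 1.5 times the counts reported. The total was 1063 with DESeq2's size factors and 1072 without the globin genes. The share of globin counts kept its direction with both other definitions and in the 7 comparisons that each left out 1 US-FNA sample, each at the smallest p-value its exact permutation test allows, and without 1 sample the difference ranged from 8.55 to 9.78 on the log2 scale. The restriction to protein-coding genes was not run, because the Ensembl annotation that the paper names was not at hand and the 1 reference table used gave no Ensembl IDs for these genes.

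With DESeq2 in place of edgeR, there were 449 DEGs in non-malignant US-FNA, 3518 in malignant tissue, 1608 in malignant US-FNA and 4279 in any comparison. The joint DEGs numbered 1056 (642 up, 413 down) and the FNA-specific DEGs 60 (20 up, 40 down). The DEGs of 1 group alone numbered 270, 2343 and 431 in non-malignant US-FNA, malignant tissue and malignant US-FNA, 58 were shared by non-malignant US-FNA and malignant tissue, and 61 by all 3 groups. Malignant against non-malignant US-FNA gave 1022 genes, the interaction 596, and neutered against intact malignant tissue 14. Of 64 results for named genes and ranges, 16 newly passed the threshold, 1 no longer passed it and 2 moved without a test.

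At an FDR under 0.05, there were 2729, 8821 and 6355 DEGs in these groups and 10879 in any comparison. The joint DEGs numbered 4001 (2469 up, 1501 down) and the FNA-specific DEGs 377 (118 up, 221 down). In 1 group alone there were 758, 3226 and 923, with 540 shared by non-malignant US-FNA and malignant tissue and 1054 by all 3. Malignant against non-malignant US-FNA gave 4344.

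Without the filter on low counts, non-malignant US-FNA had 38 DEGs and malignant US-FNA 657. There were 288 joint DEGs (237 up, 51 down), 13 FNA-specific DEGs, all 13 up, 24 DEGs in non-malignant US-FNA alone, 355 in malignant US-FNA alone and 1 in all 3 groups. Malignant against non-malignant US-FNA gave 172 genes and the interaction 124. A single fit of all 4 groups gave 483 DEGs in malignant US-FNA, 1642 in any comparison, 255 joint DEGs (208 up, 47 down) and 228 in malignant US-FNA alone. It gave 0 DEGs in non-malignant US-FNA and 0 FNA-specific DEGs, 0 of them up, where the separate fit had 5055 genes at an unadjusted p under 0.05. Among the named genes and ranges, 8 newly passed and 1 no longer passed without the filter, and 3 newly passed and 4 no longer passed in the single fit.

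With only the 3 intact dogs with malignant tissue, that group had 0 DEGs, and 7248 genes at an unadjusted p under 0.05. The DEGs in any comparison then numbered 209, those in malignant US-FNA alone 207, those in malignant tissue alone 0 and the joint DEGs 0 (0 up, 0 down). The log2 fold changes of HBD and HBB in malignant tissue reversed to -1.497 and -0.131, with FDRs of 0.384 and 0.937, and 11 named genes no longer passed. Drawing 5 or 2 of the 9 dogs with malignant tissue gave a median of 351.5 or 86 DEGs. In the simulated data, edgeR called 0 of 200 changed genes with 2 against 9 samples at an FDR under 0.00001.

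Across the 5 fits that each left out 1 non-malignant US-FNA sample, the DEGs in that group ranged from 0 to 12, the FNA-specific DEGs from 0 to 11, those of them up-regulated from 0 to 11, the DEGs of that group alone from 0 to 1, and the interaction genes from 77 to 204. The log2 fold change of PMEPA1 in non-malignant US-FNA ranged from -0.927 to 0.173 and that of KLK2 from -0.038 to 0.168, each on both sides of 0 and none past the threshold. The 5 globin genes newly passed in that group without US-40, and the 2 FNA-specific genes no longer passed without US-7 or without US-32.

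The correlation of log2 fold changes between malignant US-FNA and malignant tissue was 0.771 over all genes and 0.914 with split controls. It ranged from 0.905 to 0.910 when 1 malignant US-FNA sample was left out. PC1 and PC2 held 76.6% and 7.39% of the variance with log2 CPM, 76.9% and 6.13% with scaling, 44.2% and 10.8% for all genes past the filter, 56.1% and 11.3% for the 500 genes with the largest variance, and 60.4% and 11.0% for the DEGs from DESeq2. In all of these, PC1 parted the diagnoses and PC2 the sample types without overlap.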

Differences from the paper's values

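The paper reports 3587 DEGs in any comparison, against 1074 here. It counted reads for protein-coding genes, whereas all IDs were used here, also with DESeq2. The restriction to protein-coding genes was not run, so that its part in the differences listed here is unknown. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, came within 1.5 times the paper's number with 4279, and none of the others did. The paper's joint DEGs of the malignant groups number 1062, of which the paper gives 612 as up-regulated and 450 as down-regulated, against 112, 94 and 18 here. DESeq2 gave 1056, 642 and 413, each within 1.5 times the paper's value, and none of the other alternatives set before the data were examined did.

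The paper's 36 FNA-specific DEGs compare with 2 here. Among the alternatives set before the data were examined, none of those run closed this gap, and DESeq2 gave 60 over all IDs. The paper counts 9 of them as up-regulated, against 2 here, and 20 with DESeq2. The alternatives that came within 1.5 times the paper's 9 were the analysis without the low-count filter, with 13, and the one without non-malignant US-FNA sample US-40, with 11. The paper counts 27 as down-regulated, against 0 here, where 1613 genes were lower in non-malignant US-FNA at an FDR under 0.05 and 5055 differed at an unadjusted p under 0.05. DESeq2 gave 40, within 1.5 times the paper's value, and no other alternative did.

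The paper gives a range of log2 fold changes from -11.95 to 11.96, against -16.74 to 14.71 here. None of the alternatives set before the data were examined closed the gap at either end, and DESeq2 gave -20.65 and 27.06.

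Other regions of the Venn diagram were read from the paper's Fig. 4. DEGs in non-malignant US-FNA alone number about 150 in Fig. 4, read by eye, against 0 here and 270 with DESeq2. Those shared by non-malignant US-FNA and malignant tissue number about 28 in Fig. 4, read by eye, against 0 here and 58 with DESeq2. Those shared by all 3 groups number about 38 in Fig. 4, read by eye, against 0 here and 61 with DESeq2. For these 3 regions, none of the alternatives set before the data were examined came within 1.5 times the paper's value. DEGs in malignant tissue alone number about 1900 in Fig. 4, read by eye, against 865 here, and DESeq2 was the only such alternative within 1.5 times, with 2343. DEGs in malignant US-FNA alone number about 350 in Fig. 4, read by eye, against 95 here, and came within 1.5 times with DESeq2 (431) and without the low-count filter (355). In malignant US-FNA, 7722 genes had an unadjusted p under 0.05, and in malignant tissue 9570.

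The paper lists MYC among the genes up-regulated in both malignant groups. With edgeR, the FDR of MYC was 1.52e-05 in malignant tissue and 0.000112 in malignant US-FNA, both above the threshold. The paper also lists CTNNB1, PCNA, MKI67, KLK2 and ACPP as DEGs in malignant US-FNA, where their edgeR FDRs were 4e-05, 2.94e-05, 0.000194, 2.98e-05 and 0.00145. The paper places 5 globin genes among the FNA-specific DEGs, whereas their edgeR FDRs in non-malignant US-FNA were between 2.6e-05 and 8.37e-05. With DESeq2, all of these genes passed the threshold in the groups concerned, and all 5 globin genes were FNA-specific.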

Other observations

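The test of neutering on the prostate genes and the splits of intact dogs with malignant tissue at an FDR under 0.05 were chosen only after the results were seen.

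The samples of each comparison were split at random into groups of the same sizes. For non-malignant US-FNA against non-malignant tissue, 1 of 100 splits, the real one, gave as many as 2 DEGs, and at an FDR under 0.05 also 1 of 100 splits gave as many genes as the 2729 of the real one, while another split reached 1552. For malignant against non-malignant tissue, 1 of 100 splits, the real one, gave as many as 977 DEGs, and no other gave any.

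Fewer DEGs were called in non-malignant US-FNA than in malignant tissue, which a smaller group size could produce. With 5 dogs with malignant tissue drawn at random, a median of 351.5 DEGs remained against 2, more than 1.5 times as many, so that group size alone does not account for the difference. Such draws gave, at an FDR under 0.05, a median of 8195 genes against 2729. The number of DEGs in malignant US-FNA, 209, was above the median of 86 for 2 drawn dogs and within their range of 12 to 288.

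All dogs with non-malignant samples were intact and most dogs with malignant samples were neutered. In the 3 intact dogs with malignant tissue, the median log2 fold change of KLK2, KLK4 and ACPP against intact controls was -8.15 and the highest was -4.52, where a median above -1 was set as the mark of an effect of neutering. Neutering is therefore unlikely to be the sole cause of the low expression of these 3 genes. At an FDR under 0.00001, the intact dogs gave 0 DEGs and 7248 genes at an unadjusted p under 0.05, and since 100 of 100 splits gave as many as 0, that count tells nothing. At an FDR under 0.05, the intact dogs gave 5529 genes (3426 up, 2103 down), and 1 of 100 splits, the real one, gave as many, while another reached 941. Between 6 neutered and 3 intact dogs with malignant tissue, 0 genes had an FDR under 0.05 and 809 an unadjusted p under 0.05. All 84 of 84 splits gave at least as many, which a count of 0 makes certain, so that this tells nothing either. Another split reached 207. DESeq2 gave 14 genes. For malignant US-FNA, where both dogs were neutered, neutering and diagnosis cannot be told apart.

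More of the joint DEGs were up-regulated than down-regulated. KLK2 took a large part of the counts in non-malignant samples, and a candidate explanation is that it lowers the other genes' share there. With KLK2 left out before normalisation, 79.8% were up-regulated with edgeR and 60.5% of 1066 with DESeq2. Both normalisations give a single gene little weight, so that this test could hardly have come out otherwise and the excess cannot be told apart from this explanation.

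The paper takes the FNA-specific DEGs as unrelated to the diagnosis. Of the 60 genes in this group with DESeq2, 33 (55%) changed in malignant tissue in the same direction with an FDR under 0.05, 9 up and 24 down, against 27.6% expected from all genes tested. The strict FDR threshold may therefore place genes in the FNA-specific group that also change in malignant tissue. The 3 comparisons share the same 9 controls, which can also produce a common direction, and this was not tested. A single globin gene was among the 33.

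US-3 and PT-6 carry the same breed, age and neutering status. The paper's Table 2 marks the dog of US-3 as euthanised and sampled again, and the paper describes matching prostate tissue from it, without naming the tissue sample in its text. Whether they are samples of one dog was tested by correlating, across genes, the deviations of log2 CPM from the mean of the 9 malignant tissues, for US-FNA and tissue samples alike. PT-6 was the nearest of the 9 malignant tissues to US-3, with r = 0.221 against 0.0706 for the next, PT-7. The nearest tissue to US-4 was PT-7, with r = 0.173. A given tissue is nearest in 1 of 9 cases by chance, so a shared dog could not be told from chance, and if it were the case these samples would not be independent.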
